# A novel function of STAT3β in suppressing interferon response improves outcome in acute myeloid leukemia

**DOI:** 10.1038/s41419-024-06749-9

**Published:** 2024-05-28

**Authors:** Sophie Edtmayer, Agnieszka Witalisz-Siepracka, Bernhard Zdársky, Kerstin Heindl, Stefanie Weiss, Thomas Eder, Sayantanee Dutta, Uwe Graichen, Sascha Klee, Omar Sharif, Rotraud Wieser, Balázs Győrffy, Valeria Poli, Emilio Casanova, Heinz Sill, Florian Grebien, Dagmar Stoiber

**Keywords:** Acute myeloid leukaemia, Tumour-suppressor proteins

## Abstract

Signal transducer and activator of transcription 3 (STAT3) is frequently overexpressed in patients with acute myeloid leukemia (AML). STAT3 exists in two distinct alternatively spliced isoforms, the full-length isoform STAT3α and the C-terminally truncated isoform STAT3β. While STAT3α is predominantly described as an oncogenic driver, STAT3β has been suggested to act as a tumor suppressor. To elucidate the role of STAT3β in AML, we established a mouse model of STAT3β-deficient, *MLL-AF9*-driven AML. STAT3β deficiency significantly shortened survival of leukemic mice confirming its role as a tumor suppressor. Furthermore, RNA sequencing revealed enhanced STAT1 expression and interferon (IFN) signaling upon loss of STAT3β. Accordingly, STAT3β-deficient leukemia cells displayed enhanced sensitivity to blockade of IFN signaling through both an IFNAR1 blocking antibody and the JAK1/2 inhibitor Ruxolitinib. Analysis of human AML patient samples confirmed that elevated expression of IFN-inducible genes correlated with poor overall survival and low *STAT3β* expression. Together, our data corroborate the tumor suppressive role of STAT3β in a mouse model in vivo. Moreover, they provide evidence that its tumor suppressive function is linked to repression of the STAT1-mediated IFN response. These findings suggest that the *STAT3β/α* mRNA ratio is a significant prognostic marker in AML and holds crucial information for targeted treatment approaches. Patients displaying a low *STAT3β/α* mRNA ratio and unfavorable prognosis could benefit from therapeutic interventions directed at STAT1/IFN signaling.

## Introduction

Acute myeloid leukemia (AML) is an aggressive form of leukemia occurring both in children and adults. The development of effective therapeutic strategies is complex due to the wide array of cytogenetic and molecular abnormalities observed in patients. Although targeted therapies with small molecule inhibitors of FLT3, BCL2, and IDH1/2 have improved disease outcomes for several AML subtypes, the 5-year survival rate remains only around 30% [1]. Thus, novel treatment combinations and prognostic markers are urgently needed.

Signal transducer and activator of transcription 3 (STAT3) is an important transcription factor regulating stem cell self-renewal, hematopoiesis, and inflammation [2]. Aberrant STAT3 signaling promotes proliferation and survival in various malignancies and therefore has been explored as a therapeutic target [3]. Moreover, enhanced STAT3 activity is associated with poor prognosis and increased resistance to chemotherapy [4–8]. In AML, constitutive STAT3 activation was reported in AML patient samples and cell lines and contributes to leukemia cell survival, uncontrolled proliferation, and evasion of apoptosis [4, 6–9]. Importantly, alternative splicing gives rise to two isoforms with distinct functions contributing to the diverse roles of STAT3 in cancer [10–12]. While STAT3α represents the full-length isoform, STAT3β is truncated due to an alternative acceptor site causing a C-terminal deletion of 55 amino acids. Consequently, STAT3β lacks the transactivation domain including the phosphorylation site serine 727 [13]. Therefore, STAT3β was initially considered as a negative regulator of STAT3α [14]. However, studies demonstrated that STAT3β plays a relevant role as a transcriptional regulator as it was capable of rescuing the embryonic lethality in STAT3α-deficient mice [11, 12]. Furthermore, STAT3β was reported to induce transcription of a distinct set of genes in a STAT3α-independent manner [11, 12, 15, 16]. In more recent studies, STAT3β gained attention as a tumor suppressive molecule in melanoma [17], lung cancer [18], and esophageal squamous cell carcinoma [16]. In our previous study, we demonstrated that a higher *STAT3β/α* mRNA ratio correlates with prolonged overall survival (OS) in AML patients [19]. Moreover, overexpression of STAT3β in murine leukemia cells delayed disease progression in mice [19]. However, the molecular mechanisms behind its protective role remained elusive.

Here, we provide insights into the cellular processes resulting in the tumor suppressive function of STAT3β in AML and assign a link between STAT3 isoform expression and interferon (IFN) signaling in leukemia cells. Absence of STAT3β led to an enhanced IFN response and unfavorable disease outcomes, both in an AML mouse model and in primary AML patient samples. Furthermore, STAT3β-deficient leukemia cells were specifically vulnerable to interference with IFN signaling through the JAK1/2 inhibitor Ruxolitinib. Patients with a lower *STAT3β/α* mRNA ratio and unfavorable prognosis might benefit from treatment combinations with Ruxolitinib.

## Materials and methods

Additional methods can be found in Supplementary Materials and Methods.

### AML patients

Diagnostic samples (peripheral blood and bone marrow aspirates) from 79 AML patients were collected after written informed consent at the Medical University of Graz (Austria) and processed as described [20]. Only patients receiving curative treatment were included [21]. Patients with FLT3 aberrations, associated with elevated STAT5 signaling, were excluded [22–26]. For patient characteristics see Supplementary Table 1. Publicly available gene expression data sets were analyzed with Kaplan-Meier Plotter [27] (n = 443) and BloodSpot [28] (n = 244).

### Animal studies

Mice were kept under pathogen-free conditions at the Institute of Pharmacology, Medical University of Vienna (Austria). STAT3β-deficient mice were generated by Maritano et al. [11]. For the AML model, fetal liver cells were isolated and retrovirally transfected as described [19]. 2 × 10^5^ Venus^+^ cells were transplanted into 6–8 weeks old male immunocompromised NOD.Cg-Prkdc^scid^Il2rg^tm1Wjl^/SzJ mice (The Jackson Laboratory) *via* tail vein injection.

### Flow cytometry

Unspecific Fc-receptor binding was blocked using an anti-CD16/CD32 antibody (BD Bioscience, Franklin Lakes, NJ, USA). Antibodies (Supplementary Table 3) were added to cell suspension at 1:100–1:200 in PBS containing 2% FBS, incubated for 30 min on ice and protected from light, and afterwards washed twice using PBS. Samples were measured using a Cytoflex S (Beckman Coulter, Brea, California, USA), and data was analyzed with CytExpert (Beckman Coulter) or FlowJo software (TreeStar, Ashland, OR, USA). Living cells were determined according to FSC and SSC and viability was confirmed using 7-AAD staining. Gating was performed using negative controls (untransfected cells or unstained samples) and single-staining controls.

### Colony formation assay

1×10^4^ cells were seeded in 1 ml methylcellulose with recombinant cytokines (SCF, IL-3, IL-6, and EPO) for mouse cells (MethoCult^TM^ GF M3434, Stemcell Technologies, Vancouver, Canada) in 35 mm cell culture dishes and incubated at 37 °C, 95% humidity and 5% CO_2_. After 7 days colonies were counted and harvested for immunophenotyping *via* flow cytometry. For treatments 2 µg/ml IFNAR1 blocking antibody (clone: MAR1-5A3, BioLegend, San Diego, CA, USA), 2 µg/ml IgG isotype control (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA), 5 µM Ruxolitinib (LC Laboratories, MA, USA) or 0.05% DMSO (Carl Roth, Mannheim, Germany) was supplemented. All images were obtained after 7 days in methylcellulose using an Olympus CKX53 microscope (Olympus, Tokyo, Japan) and an Olympus EP50 camera.

### Statistics

#### Patient data

Stratification in our cohort and in the Kaplan-Meier Plotter into high and low gene expression was performed according to Nagy et al. [29]. Survival analysis was performed using Kaplan-Meier estimates and log-rank (Mantel-Cox) test.

#### Animal and in vitro data

Survival was analyzed using Kaplan-Meier estimates and log-rank (Mantel-Cox) tests. Other data sets were analyzed with unpaired Student’s *t*-*test* using GraphPad Prism. The Shapiro-Wilk test was carried out to test for normal distribution. Outliers were excluded based on Grubbs’ test with significance level alpha = 0.05. Error bars represent means ± SD from at least three independent biological or technical replicates. p-values are indicated as p ≤ 0.05:*, ≤0.01:**, ≤0.001:***, and ≤0.0001:****. Lack of statistical significance was indicated with “ns”.

## Results

### STAT3β-deficient leukemia cells display increased colony formation potential and are less committed to the myeloid lineage

To mimic the characteristics of AML blasts, we used an AML mouse model driven by the *MLL-AF9* fusion oncogene that results from the t(9;11)(p22;q23) translocation, which is found in AML patients and associated with an intermediate prognosis [30–32]. Fetal liver cells (FLCs) were isolated from wildtype (WT) and STAT3β-deficient (Δβ) mice and transduced with a retroviral vector encoding *MLL-AF9*, coupled to a Venus fluorescence reporter (Fig. 1A) [11, 33]. The genotype was confirmed *via* PCR (Supplementary Fig. 1A). A similar expression of STAT3α on the mRNA and protein levels (Supplementary Fig. 1B, Fig. 1B) was observed in established homogenous Venus^+^ cells (Supplementary Fig. 1C) that were utilized for all in vitro experiments. Although the absence of STAT3β neither led to a proliferative advantage (Fig. 1C) nor affected cell cycle regulation (Supplementary Fig. 1D) or apoptosis in suspension culture (Supplementary Fig. 1E), STAT3β-deficiency resulted in increased colony formation capacity upon serial replating in methylcellulose (Fig. 1D). Both WT and STAT3β-deficient leukemia cells gave rise to myeloid-type colonies and exhibited similar viability after 7 days (Supplementary Fig. 1F) but displayed a different colony morphology (Fig. 1E, Supplementary Fig. 1G). Immunophenotyping revealed that STAT3β-deficient colonies were comprised of significantly fewer mature myeloid cells, as defined by the myeloid surface markers CD11b and Gr-1, but contained more Sca-1^+^ cells (Fig. 1F), while no discernible differences were observed in suspension culture (Supplementary Fig. 1H). In summary, these experiments demonstrate that loss of STAT3β does not accelerate proliferation but enhances colony forming ability of *MLL-AF9-*transformed FLCs. Furthermore, our findings suggest that STAT3β promotes myeloid differentiation of leukemia cells.

**Fig. 1:**
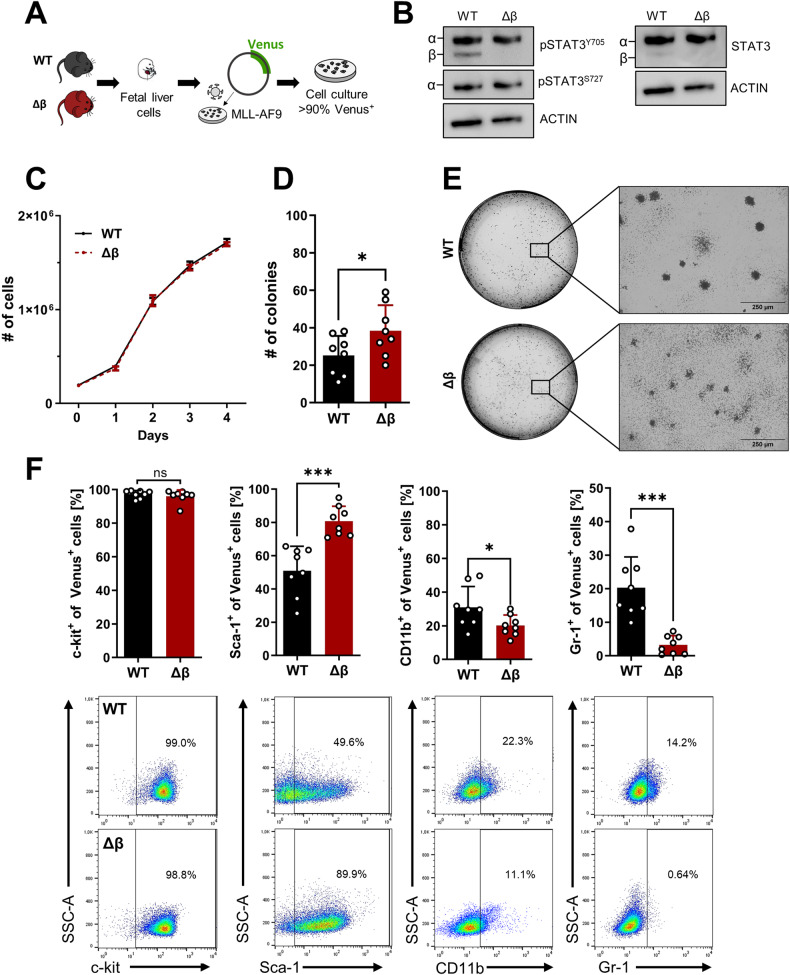
STAT3β-deficient leukemia cells display increased colony formation potential and are less committed to the myeloid lineage. **A** FLCs from WT and STAT3β–deficient (Δβ) mice were retrovirally transformed using a vector encoding *MLL-AF9*. **B** Western blot analysis of *MLL-AF9* transformed FLCs with the indicated antibodies. **C** Growth curves of *MLL-AF9* transformed FLCs (n = 6, 3 independent experiments, 2 cell lines). **D** Colony formation assay of WT and STAT3β-deficient leukemia cells (n = 8, 3 independent experiments with 3 serial replatings). **E** Representative pictures of colonies after 7 days in methylcellulose (40× magnification). **F** Immunophenotyping of leukemia cells after 7 days in methylcellulose *via* flow cytometry and representative dot plots (n = 8, 3 experiments, 3 serial replatings). Statistical analysis was performed using Student’s *t* test and indicated as p ≤ 0.05:*, ≤0.01:**. Error bars represent means ± SD.

### Leukemia cells lacking STAT3β exhibit reduced differentiation response to G-CSF

To explore the function of STAT3β during differentiation in AML cells, we used granulocyte colony-stimulating factor (G-CSF) as a stimulus. G-CSF regulates the differentiation and function of neutrophils and has been employed in multiple studies investigating the involvement of STAT3 in myeloid differentiation [34, 35]. Since G-CSF stimulation leads to a robust increase in STAT3β phosphorylation after long-term treatment [35, 36], we used G-CSF for up to 10 days to provoke differentiation and STAT3 activation in *MLL-AF9* transformed FLCs. While all cells remained CD11b^+^ (Fig. 2A), solely leukemia cells expressing both STAT3 isoforms responded to G-CSF by notable upregulation of the granulocytic surface marker Gr-1 (Fig. 2B), while on the mRNA level expression of the G-CSF receptor (*Csf3r*) was comparable in suspension culture (Fig. 2C). Furthermore, G-CSF stimulation did not lead to alterations in the expression of the hematopoietic stem cell (HSC) markers c-kit and Sca-1 (Supplementary Fig. 2A). Three days of G-CSF stimulation resulted in a significant increase of STAT3 Y705 phosphorylation only in WT leukemia cells (Fig. 2D, Supplementary Fig. 2B). In contrast, serine 727 (S727) phosphorylation (Fig. 2D) and proliferation were not affected (Supplementary Fig. 2C). This phenomenon is not exclusive to *MLL-AF9* transformed FLCs but was also observed in two additional leukemia models, driven by the fusion genes *MLL-ENL* or *NUP98-HOXD13* [37, 38]. As on these cells Gr-1 was neither detected in suspension culture nor upon stimulation, we used the myeloid marker CD11b as a readout. Upon G-CSF stimulation we detected increased CD11b expression (Fig. 2E) and strong phosphorylation of STAT3 Y705 (Fig. 2F) only when both STAT3 isoforms were present. Similar to our observations in *MLL-AF9*-driven leukemia cells, we did not observe a proliferation advantage in the absence of STAT3β in *MLL-ENL* or *NUP98-HOXD13*-driven leukemia cells (Supplementary Fig. 2D). Taken together, this data demonstrates that STAT3β plays—independent of the driver oncogene—a significant role in orchestrating myeloid differentiation in AML cells as its absence led to impaired myeloid differentiation in response to G-CSF.

**Fig. 2:**
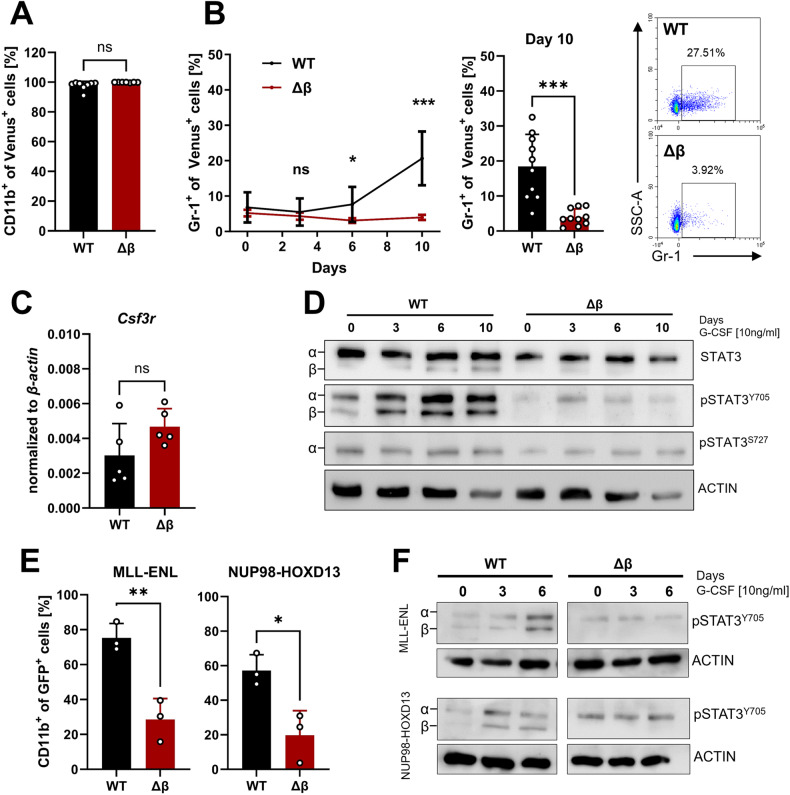
Leukemia cells lacking STAT3β exhibit reduced differentiation response to G-CSF. **A** Flow cytometry quantification of CD11b^+^ cells after 10 days cultured with 10 ng/ml G-CSF. (n = 8, 3 independent experiments, 2–3 cell lines). **B** Quantification of Gr-1^+^ cells after 10 days of G-CSF stimulation *via* flow cytometry and representative dot plots from day 10 (n = 10, 4 independent experiments, 2–3 cell lines). **C** RT-qPCR analysis of G-CSFR (*Csf3r*) expression in suspension culture (n = 5, 3 independent experiments, 2 cell lines). **D** Western blot of G-CSF stimulated samples with the indicated antibodies and time points. **E** Immunophenotyping of *MLL-ENL* and *NUP98-HODX13* transformed FLCs after 10 days G-CSF *via* flow cytometry (n = 3, independent experiments). **F** Western blot of G-CSF stimulated samples (*MLL-ENL* and *NUP98-HOXD13* transformed FLCs) with the indicated antibodies and time points. Statistical analysis was performed using Student’s *t* test and indicated as p ≤ 0.05:*, ≤0.01:**, ≤0.001:***. Error bars represent means ± SD.

### Absence of STAT3β accelerates disease progression in an MLL-AF9-dependent mouse model

We next intravenously transplanted *MLL-AF9* transformed WT or STAT3β-deficient FLCs into immunocompromised NSG mice and monitored disease progression *via* white blood cell counts (Fig. 3A, Supplementary Fig. 3A). Animals transplanted with STAT3β-deficient leukemia cells exhibited significantly shorter OS (Fig. 3B) compared to mice receiving WT leukemia cells demonstrating its pivotal role as a tumor suppressor. At the endpoint no significant differences were observed between recipients of *MLL-AF9* transformed WT or STAT3β-deficient cells in leukemia infiltration of the bone marrow (BM) and spleen (SP) (Supplementary Fig. 3B), blasts detected in the peripheral blood (Fig. 3C, Supplementary Fig. 3C), spleen size (Fig. 3D), or ex vivo proliferation (Supplementary Fig. 3D). In contrast, and consistent with our in vitro data, blasts lacking STAT3β were less committed to the myeloid lineage (CD11b^+^ Gr-1^+^) and comprise more CD11b^-^Gr-1^-^ cells suggesting a more immature state in blasts lacking STAT3β (Fig. 3F). Together, these data indicate that the absence of STAT3β in blasts accelerates AML development and restricts myeloid differentiation in vivo, underscoring its role as a tumor suppressor.

**Fig. 3:**
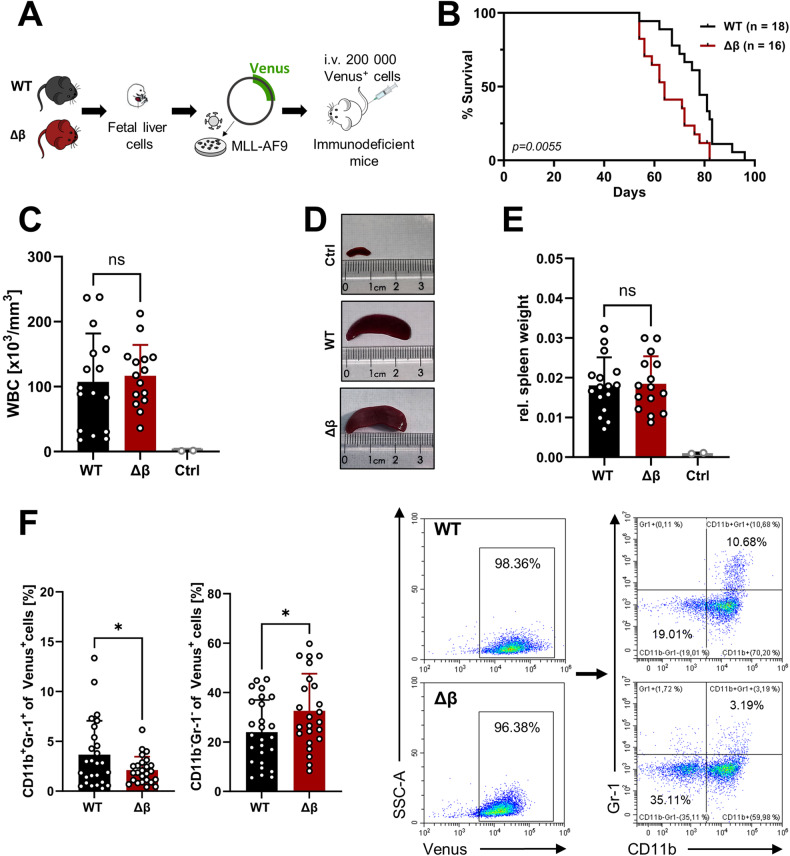
Absence of STAT3β accelerates disease progression in *an MLL-AF9*-dependent mouse model. **A** 200 000 Venus^+^ cells were intravenously (i.v.) transplanted into immunocompromised NOD.Cg-Prkdc^scid^Il2rg^tm1Wjl^/SzJ (NSG) mice. **B** Kaplan-Meier plot of mice receiving STAT3β-deficient or WT leukemia cells (3 independent experiments, median survival: WT = 78 days; Δβ = 64 days). Log-rank (Mantel-Cox) test was performed to analyze the survival difference between the two groups (P = 0.0055). **C** WBC count of diseased animals at the time point of euthanasia (n = 15). **D** Representative pictures of spleens from diseased animals. **E** Spleen-to-body weight of diseased animals (n = 15, ctrl: n = 2). **F** Flow cytometry quantification of myeloid markers on leukemia cells isolated from the BM and SP of each animal (n = 24, BM and SP pooled from 12 animals) and representative dot plots. Further statistical analysis was performed using Student’s *t* test and indicated as p ≤ 0.05:*. Error bars represent means ± SD. (WBC white blood cell).

### Gene expression analysis reveals enrichment of IFN-regulated genes in blasts lacking STAT3β

To identify STAT3β-regulated processes or target genes that affect disease outcome, blasts were isolated from the BM and SP of diseased animals, sorted based on the co-expressed fluorophore Venus, and subjected to RNA sequencing (Fig. 4A, Supplementary Fig. 4A, B). 

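Stat3, the gene whose β isoform is missing in the Δβ blasts, had 4430, 3662 and 2978 normalized counts in WT SP replicates 1, 2 and 3, and 3236, 2898 and 2674 in the Δβ SP replicates. In BM it had 2714, 2950 and 3200 normalized counts in the WT replicates and 3228, 2766 and 2349 in the Δβ replicates. The log2 fold change of Δβ against WT was -0.32 (standard error 0.16, adjusted p = 0.375 from limma with Benjamini-Hochberg adjustment) in SP and -0.10 (standard error 0.16, adjusted p = 1.00 from limma) in BM. The WT and Δβ values overlapped in both organs. The deposited values are per gene, so reads of STAT3α and STAT3β transcripts could not be separated. Stat3 (RefSeq NM_213660, Entrez gene 20848) lies on the minus strand of chromosome 11 from 100885098 to 100939540. Positions given here are those of GENCODE release M21 on GRCm38, since the paper's text does not name a genome build. Venus-sorted blasts of both genotypes were sequenced as poly-A enriched libraries with 3 replicates per genotype and organ, 12 libraries in all. The authors deposited, for 24454 genes, gene counts divided by 1 size factor per library. Every value was a whole multiple of the value of 1 read in its library, which ranged from 0.775 to 1.17 normalized counts. The reads were recovered from this step. Between 9001051 and 13859727 reads per library were counted on genes. The medians were 11025999 in WT SP, 9591004 in Δβ SP, 10744964 in WT BM and 9968252 in Δβ BM. Fewer than 3 reads were not read as expression, a floor that covers counting error only. The ribosomal RNA precursor Rn45s took 2.48% of the reads in WT SP replicate 2 and 2.41% in WT SP replicate 3. Pearson's r between replicates, taken across genes on the log2 scale, was 0.897 to 0.964 in WT SP, 0.962 to 0.968 in Δβ SP, 0.954 to 0.968 in WT BM and 0.929 to 0.960 in Δβ BM. Genes are not independent replicates. Differences between the genotypes were tested with limma on the log2 of the normalized count plus 1. The test covered the 11476 genes with a mean of at least 10 over the 12 libraries, with 1 mean per genotype and organ and a spread shared by the 4 groups. An exact permutation test of 3 replicates against 3 cannot give a two-sided p under 0.1, so p-values here come from models fitted across genes.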

To assess which cellular processes are dysregulated due to STAT3β-deficiency, we performed gene set enrichment analysis (GSEA). 

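The gene sets of Fig. 4B are not part of the deposited data, so 13 lists of genes for the processes that the paper names, and for related ones, were written before the values were seen. The genes were ranked by limma's moderated statistic for Δβ against WT within each organ. Enrichment was scored with fgsea's preranked test over 10000 gene permutations, with Benjamini-Hochberg adjustment over the 13 lists. Such permutations treat the genes of a list as independent of each other. With 3 replicates per group the libraries themselves were not permuted. In SP, 11 of the 13 lists had an adjusted p under 0.05, of which 5 were higher and 6 lower in Δβ blasts. In BM, 3 of the 13 lists did, all higher in Δβ blasts. The alternative that moved the count in SP most was limma's camera with the correlation between genes estimated for each list. Under camera, 0 of 13 lists had an adjusted p under 0.05 in SP, with 1 list at an unadjusted p under 0.05. In BM it was 0 of 13, with none at an unadjusted p under 0.05. The count in BM moved most without Δβ BM replicate 1, to 11 of 13.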

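The Myc target list held 93 tested genes, of which 87 were higher in Δβ than in WT blasts from SP, with a median log2 fold change of 0.35 and an NES of 3.16 (adjusted p = 0.000449 from fgsea's gene permutations, which rests on the smallest p they can give). In BM, 59 of the 93 were higher, with a median log2 fold change of 0.03 and an NES of 1.03 (adjusted p = 0.589, gene permutations). On the mean log2 deviation from the 12-library mean, the Myc target list was at -0.15 ± 0.28 (SD, n = 3) in WT SP and 0.17 ± 0.22 (SD, n = 3) in Δβ SP, a difference of about the size of the spread between replicates. Of the 102 tested genes of the oxidative phosphorylation list, 68 were higher in Δβ blasts from SP (NES 1.72, adjusted p = 0.00400, gene permutations) and 81 in those from BM (NES 2.54, adjusted p = 0.00130, gene permutations), with median log2 fold changes of 0.06 and 0.08. None of these 102 genes had an adjusted p under 0.05 from limma in either organ, and 3 were higher at an unadjusted p under 0.05 in SP and 0 in BM. Ranked by log2 fold change, the list did not pass in SP (NES 1.25, adjusted p = 0.106, gene permutations) but did in BM (NES 1.61, adjusted p = 0.0193, gene permutations). With one replicate left out, it failed to pass in SP in 2 of 12 fits, with an NES as low as 0.84. In BM it passed in all 12 fits. E2F targets, a list that the paper does not name, had an NES of 3.03 in SP (adjusted p = 0.000449, gene permutations) and -0.89 in BM (adjusted p = 0.826, gene permutations).

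**Figure D1:**
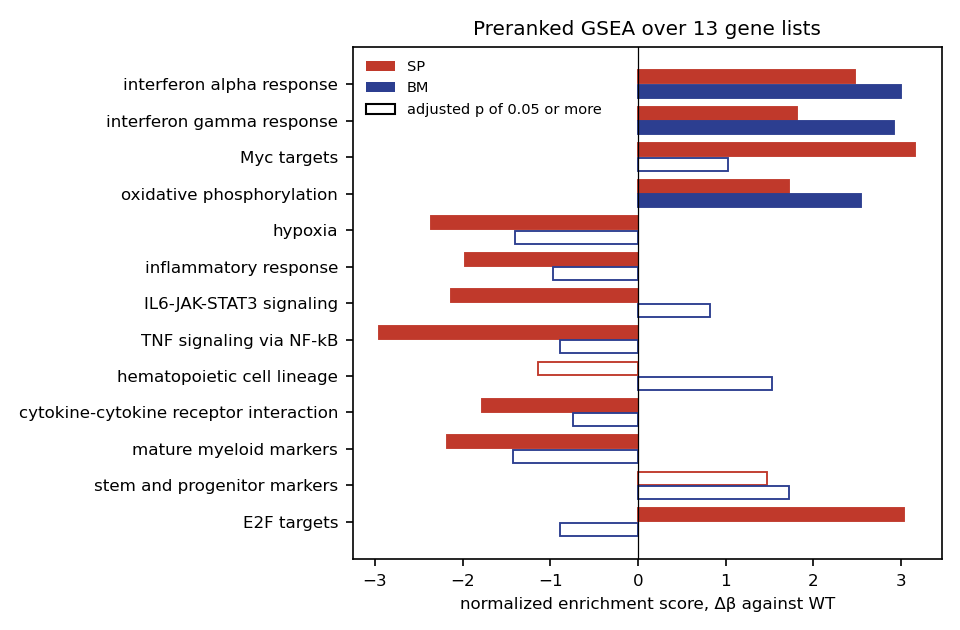
Normalized enrichment scores of the 13 gene lists for Δβ against WT blasts, in SP (red) and BM (blue), positive where the list was higher in Δβ blasts. Filled bars have an adjusted p under 0.05 (gene permutations). The Myc target bar reaches 3.16 in SP and 1.03, unfilled, in BM.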

An enrichment of genes involved in IFN response, Myc targets, and oxidative phosphorylation was observed in the absence of STAT3β (Fig. 4B). In line with previous reports [2, 10], pathways related to hypoxia, inflammatory response, and IL6-JAK-STAT3 signaling were reduced in STAT3β-deficient blasts (Fig. 4B, Supplementary Fig. 4C). 

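In SP, 17 of the 87 tested genes of the hypoxia list were higher in Δβ blasts and the rest lower, with a median log2 fold change of -0.34 and an NES of -2.36 (adjusted p = 0.000421, gene permutations, at the smallest p they can give). The inflammatory response list, with 123 tested genes of which 36 were higher, had a median log2 fold change of -0.36 and an NES of -1.97. The IL6-JAK-STAT3 signaling list, with 64 tested genes of which 15 were higher, had a median of -0.36 and an NES of -2.13. Both were at that same adjusted p from gene permutations. The list with the lowest NES was TNF signaling via NF-kB, with a median log2 fold change of -0.85 over 121 tested genes and an NES of -2.95. Tnf itself (NM_013693, Entrez gene 21926, chromosome 17 from 35199381 to 35202007) had 622 ± 138 normalized counts (SD, n = 3) in WT SP and 128 ± 38.4 (SD, n = 3) in Δβ SP, a log2 fold change of -2.28 (standard error 0.29, adjusted p = 0.0353 from limma with Benjamini-Hochberg adjustment). In BM none of these lists had an adjusted p under 0.05. The NES there was -1.40 for hypoxia (adjusted p = 0.0704, gene permutations), -0.97 for inflammatory response (adjusted p = 0.763, gene permutations), 0.83 for IL6-JAK-STAT3 signaling (adjusted p = 0.846, gene permutations) and -0.89 for TNF signaling (adjusted p = 0.826, gene permutations). The mean deviation of the IL6-JAK-STAT3 list was 0.42 ± 0.57 (SD, n = 3) in WT SP, -0.08 ± 0.14 (SD, n = 3) in Δβ SP, -0.15 ± 0.20 (SD, n = 3) in WT BM and -0.19 ± 0.44 (SD, n = 3) in Δβ BM on the log2 scale. Its fall in SP was smaller than the spread between the WT SP replicates. The hypoxia list was at 0.29 ± 0.26 (SD, n = 3) in WT SP and -0.22 ± 0.11 (SD, n = 3) in Δβ SP. The TNF list was at 0.70 ± 0.61 (SD, n = 3) and -0.24 ± 0.10 (SD, n = 3). For both of these lists, all WT SP libraries lay above all Δβ SP libraries. The mean log2 of 10 immediate early genes, chosen after the values were seen, also parted them. It was 11.75 to 12.04 in WT SP and 9.23 to 11.05 in Δβ SP, so handling of the cells before lysis stays open. The libraries overlapped for the IL6-JAK-STAT3 and inflammatory response lists.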

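Written as a list of 85 genes, of which 49 were tested, the hematopoietic cell lineage had a median log2 fold change of -0.27 in Δβ against WT blasts from SP (NES -1.14, adjusted p = 0.261, gene permutations) and 0.10 in those from BM (NES 1.53, adjusted p = 0.0704, gene permutations). For cytokine-cytokine receptor interaction, 98 of 194 genes were tested, and their median log2 fold change was -0.37 in SP (NES -1.78, adjusted p = 0.000449, gene permutations) and -0.03 in BM (NES -0.74, adjusted p = 0.932, gene permutations). These values come from a ranking of all tested genes, not from an over-representation test among differentially expressed genes. Among the markers that the paper measured on blasts, Itgam (NM_008401, Entrez gene 16409, chromosome 7 from 128062640 to 128118491), which encodes CD11b, had 26293 and 21981 normalized counts in WT SP replicates 1 and 2 and 10941 in replicate 3, all above the 8530, 7855 and 10473 of the Δβ SP replicates. Its log2 fold change was -1.06 (standard error 0.30, adjusted p = 0.218 from limma with Benjamini-Hochberg adjustment) in SP and -0.19 (standard error 0.30, adjusted p = 1.00 from limma) in BM, where the groups overlapped. With DESeq2 in place of limma, Itgam passed in SP (adjusted p = 0.0107) and not in BM (adjusted p = 1.00). Ly6g, one of the genes behind the Gr-1 epitope, had a log2 fold change of -1.27 (standard error 0.84) in SP and 0.02 in BM. Ly6c2, whose reads the counting could have shared with its paralog Ly6c1, had 0.43 and 0.07, with overlapping groups throughout. Kit and Csf3r also overlapped between the genotypes in both organs. Ly6a, which encodes Sca-1, was higher in all Δβ libraries of each organ, with 10.2 ± 4.79 (SD, n = 3) against 38.4 ± 14.8 normalized counts (SD, n = 3) in SP, but the adjusted p was 0.235 from limma and 0.0620 from DESeq2. A list of 35 tested mature myeloid markers had a median log2 fold change of -0.91 in SP (NES -2.18, adjusted p = 0.000421, gene permutations) and -0.19 in BM (NES -1.42, adjusted p = 0.109, gene permutations).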

KEGG pathway analysis revealed that genes that were differentially expressed in the absence of STAT3β were enriched in the processes “hematopoietic cell lineage” and “cytokine-receptor interaction” (Supplementary Fig. 4D). This is in accordance with the observation that loss of STAT3β reduces myeloid differentiation of leukemia cells both in vitro and in vivo (Figs. 1F, 3F). 

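The list for the response to IFNα had 99 tested genes, of which 72 were higher in Δβ than in WT blasts from SP. Its enrichment score was 0.517 and its NES 2.47 (adjusted p = 0.000449, gene permutations), with a median log2 fold change of 0.30. The list for the response to IFNγ, which shares genes with the first, had 174 tested genes, of which 91 were higher in SP. It had an enrichment score of 0.347 with an NES of 1.82 (adjusted p = 0.000460, gene permutations) and a median log2 fold change of 0.06. In BM the NES was 3.00 for the IFNα list and 2.92 for the IFNγ list (adjusted p = 0.00130 for each, gene permutations), with 81 and 121 genes higher. No gene of either list had an adjusted p under 0.05 from limma in SP. At an unadjusted p under 0.05, 24 genes of the IFNα list were higher and 2 lower there. For the IFNγ list, 31 were higher and 13 lower. In BM, 1 gene of each list had an adjusted p under 0.05 from limma. On the mean log2 deviation from the 12-library mean, the IFNα list was at 0.25, 0.07 and -0.36 in WT SP replicates 1, 2 and 3, and at 0.59, 0.66 and 0.11 in the Δβ SP replicates. In BM it was at -0.32, -0.53 and -0.54 in the WT replicates and at 0.45, 0.36 and -0.75 in the Δβ replicates. Δβ BM replicate 3 thus lay under the WT libraries. WT and Δβ values of the IFNγ list also overlapped in both organs. Without WT SP replicate 3, the NES in SP was 1.28 (adjusted p = 0.0629, gene permutations) for the IFNα list and -1.17 (adjusted p = 0.176, gene permutations) for the IFNγ list. The correlation between genes that camera estimated was 0.366 in the IFNα list and 0.331 in the IFNγ list. With camera the adjusted p was 0.529 and 0.685 in SP and 0.521 for both lists in BM.

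**Figure D2:**
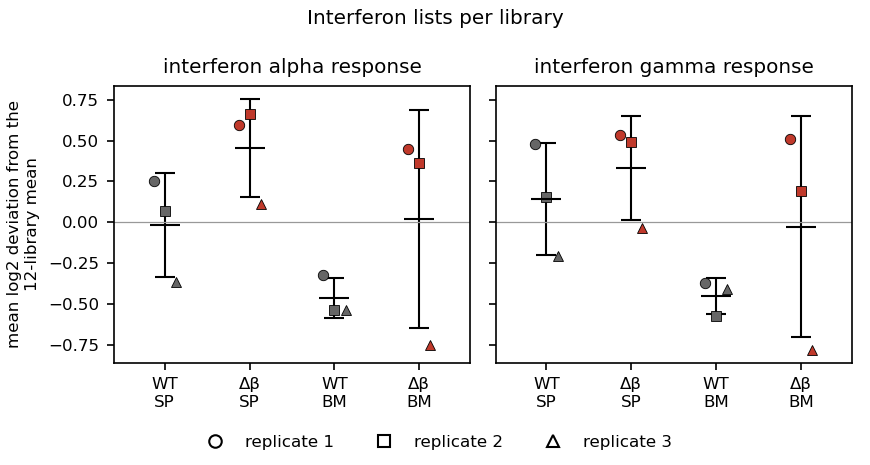
Mean log2 deviation of the genes of each IFN list from their 12-library mean, per library, with bars at the mean ± SD of 3 replicates per genotype and organ. Symbols stand for the replicate number. In BM, the Δβ replicates of the IFNα list sit at 0.45, 0.36 and -0.75.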

GSEA revealed that a strong enrichment in gene expression in STAT3β-deficient blasts was observed in genes involved in type I (IFNα/β) and type II (IFNγ) IFN signaling (Fig. 4C). 

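With limma and Benjamini-Hochberg adjustment, 12 genes had an adjusted p under 0.05 between Δβ and WT blasts in SP (6 higher, 6 lower) and 8 in BM (6 higher, 2 lower). Of these, 6 passed in both organs in the same direction. Ctse, Chit1, Cwc22 and Npm3-ps1 were higher in Δβ blasts, Rnaset2b and Anks1 lower, and all of them except Anks1 are drawn in Fig. 4D. The alternative that moved these counts most among those run with all libraries was DESeq2 on the recovered reads, with 457 genes in SP, 37 in BM and 34 in both. In simulated data with genes drawn independently, that test called 45 unchanged genes in SP and 35 in BM, where limma called 9 and 4. Gbp2 (NM_010260, Entrez gene 14469, chromosome 3 from 142620602 to 142638008) belongs to a family of similar genes whose reads the counting could have shared. It had 20.5, 20.1 and 113 normalized counts in WT SP replicates 1, 2 and 3 and 1974, 2303 and 267 in the Δβ SP replicates. In BM it had 10.9, 12.4 and 15.1 normalized counts in the WT replicates and 1301, 1349 and 28.0 in the Δβ replicates. Its log2 fold change was 4.84 (standard error 1.37, adjusted p = 0.218 from limma with Benjamini-Hochberg adjustment) in SP and 4.76 (standard error 1.37, adjusted p = 1.00 from limma) in BM. With DESeq2 the adjusted p was 0.00367 and 0.000182. Ube2l6 (NM_019949, Entrez gene 56791, chromosome 2 from 84798828 to 84810335) had 71.7 ± 10.1 normalized counts (SD, n = 3) in WT SP and 366 ± 32.0 (SD, n = 3) in Δβ SP. In BM it had 33.8 ± 17.6 (SD, n = 3) in WT BM and 403 ± 138 (SD, n = 3) in Δβ BM. Its log2 fold change was 2.34 (standard error 0.40, adjusted p = 0.0673 from limma) in SP and 3.65 (standard error 0.40, adjusted p = 0.00891 from limma) in BM. With a pseudocount of 4 in place of 1, Ube2l6 passed the threshold in both organs, as it did with DESeq2 (adjusted p = 4.02e-08 in SP and 3.23e-18 in BM). The smallest p of all belonged to Cwc22 (NM_172667, Entrez gene 80744, chromosome 2 from 77881159 to 77946375), with 440 ± 2.91 (SD, n = 3) against 6568 ± 282 normalized counts (SD, n = 3) in SP and an adjusted p of 9.33e-09 from limma. Rnaset2b (NM_026611, Entrez gene 68195), whose reads its paralog could share, had at most 2 reads in every Δβ library and was at least 21.2-fold lower in SP and at least 15.4-fold lower in BM. Npm3-ps1 is a processed pseudogene of Npm3, Arhgap27os3 lies within Arhgap27 on the opposite strand, and 1700097N02Rik overlaps the start of Dnah8. Reads of these genes depend on how overlaps were counted, which the paper's text does not state. Of the 23 tested genes among 27 named before the data were seen, 6 in SP and 6 in BM passed after adjustment over all genes. The counts were 18 and 15 after adjustment over these 23 genes alone. Because 13 of the 23 are the paper's own calls on these data, the latter counts show no stability. Among the other 10 genes 4 passed in SP and 2 in BM.

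**Figure D3:**
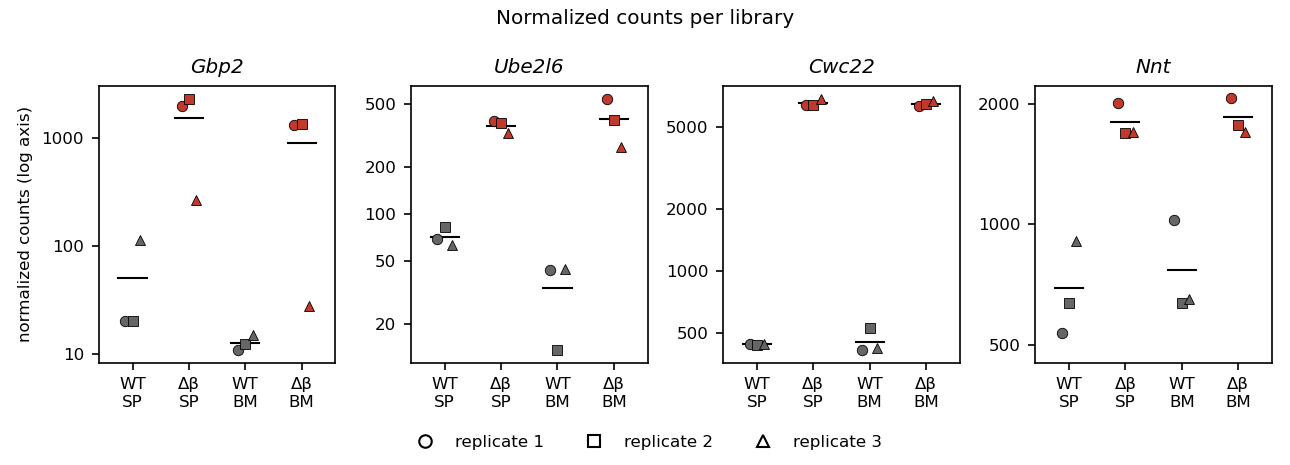
Normalized counts per library on log axes for Gbp2, Ube2l6, Cwc22 and Nnt in WT and Δβ blasts from SP and BM, with the mean of 3 replicates as a line. Symbols stand for the replicate number. Gbp2 reaches 2303 in Δβ SP replicate 2 and 28.0 in Δβ BM replicate 3.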

By overlapping the significantly up- and downregulated genes between BM- and SP-derived blasts, we found *Gbp2* and *Ube2l6*, which are directly involved in IFN signaling, upregulated in the absence of STAT3β (Fig. 4D). Additionally, *Gbp4* and *Stat1* were among the highest upregulated genes in GSEA data (Supplementary Fig. 4E). 

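Gbp4 (NM_008620, Entrez gene 17472, chromosome 5 from 105115767 to 105139586) may share reads with other members of its family, like Gbp2. It had 3.54 ± 1.48 normalized counts (SD, n = 3) in WT SP and 75.0 ± 47.8 (SD, n = 3) in Δβ SP, a log2 fold change of 3.801 (standard error 1.17, adjusted p = 0.225 from limma). In WT BM it had at most 2 reads per library, so that Δβ BM, with 57.0 ± 47.6 normalized counts (SD, n = 3), was at least 18.2-fold higher, although Δβ BM replicate 3 also had only 2 reads. Within the 99 tested genes of the IFNα list, ordered by log2 fold change in SP, Gbp2 ranked 1, Gbp4 ranked 2 and Ube2l6 ranked 5. With DESeq2 in place of limma, Gbp4 passed an adjusted p of 0.05 in SP (adjusted p = 0.00532) and BM (adjusted p = 0.00397).

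**Figure D4:**
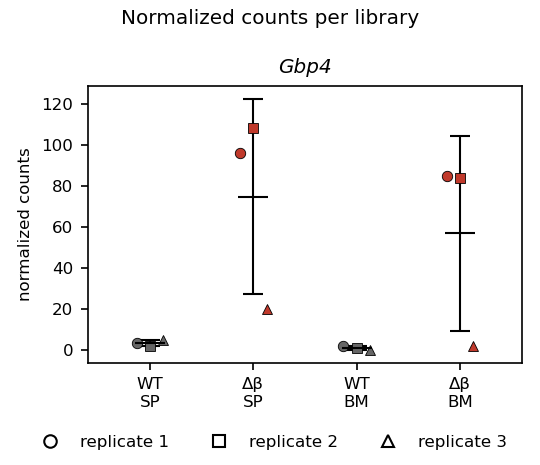
Normalized counts of Gbp4 per library in WT and Δβ blasts from SP and BM, with the mean ± SD of 3 replicates as bars. Symbols stand for the replicate number. Gbp4 is at 2.07 in Δβ BM replicate 3.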

RT-qPCR confirmed a threefold increase in *Ube2l6* and *Gbp2* expression and a twofold increase in *Stat1* expression, in STAT3β-deficient blasts (Fig. 4E). Moreover, *Stat3α* expression was comparable between blasts isolated from BM and SP confirming that the observed changes in gene expression are attributed to STAT3β rather than STAT3α (Fig. 4F). 

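With SP and BM of the same genotype and number averaged into 3 values per genotype, 17 genes had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment (10 higher, 7 lower in Δβ blasts). Over both organs the log2 fold change was 3.00 for Ube2l6 (adjusted p = 0.0155 from limma), 4.80 for Gbp2 (adjusted p = 0.260 from limma) and 3.87 for Gbp4 (adjusted p = 0.289 from limma). No gene passed a test of whether the genotype effect differed between the organs, and 367 genes had an unadjusted p under 0.05 in it. Across the 11476 tested genes the log2 fold changes in SP and BM had a Pearson's r of 0.486 and 60.6% had the same sign. Genes are not independent replicates. Between SP and BM libraries of the same number, after removing group means, r across genes was 0.64 in Δβ (-0.32 between other numbers) and -0.10 in WT (0.05 between other numbers). The averages over both organs rest on these numbers. Xist had 394 and 12.7 normalized counts in WT SP replicates 1 and 2, but 25480 and 14503 in the WT BM replicates. In replicate 3 it had 45.7 and 27.2. The WT averages may thus join unrelated libraries while the Δβ averages join correlated ones, and limma fitted 1 spread to both. Among genes of the IFN pathway itself, Ifnar1 (NM_010508, Entrez gene 15975) had 1471 ± 494 normalized counts (SD, n = 3) in WT SP and 1401 ± 162.04 (SD, n = 3) in Δβ SP, and a log2 fold change of -0.07 (standard error 0.23) in BM. Ifnb1 had no read in the WT libraries or in Δβ BM and at most 1 read in a Δβ SP library. Ifng had at most 1 read in the WT libraries, 4, 0 and 3 reads in Δβ SP replicates 1, 2 and 3, and 10 reads in Δβ BM replicate 1 with 0 in the other Δβ BM replicates. Both genes had a mean under 10 and were left out of limma's test. From the enrichment of the IFN gene sets in sorted blasts, the rise of Gbp2, Ube2l6 and Gbp4, their RT-qPCR measurement and the unchanged Stat3α transcript, the paper proposes that STAT3β holds back the IFN response.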

Taken together, this data suggests that STAT3β represses IFN response in AML cells.

**Fig. 4:**
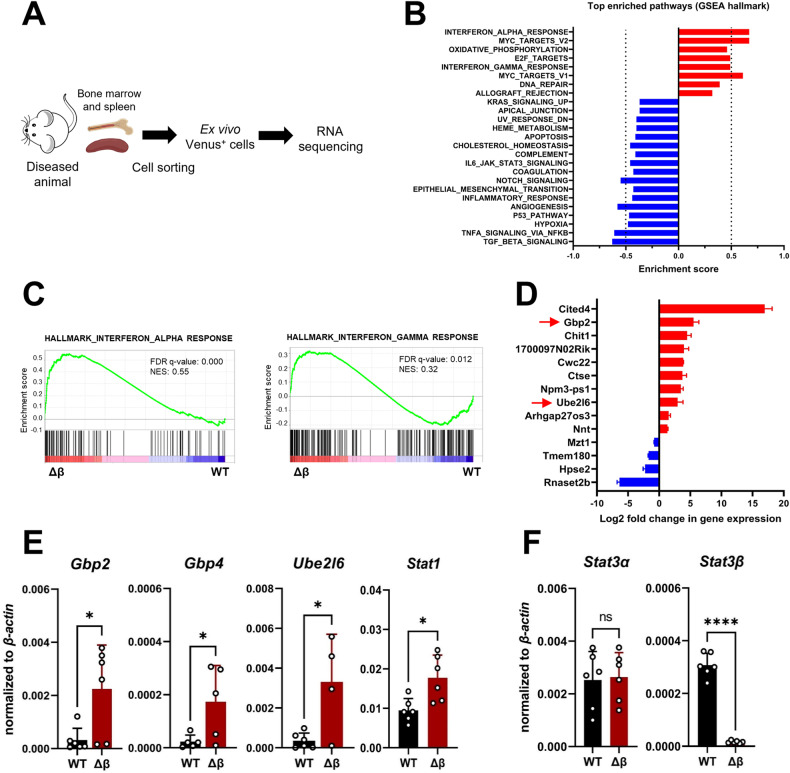
Gene expression analysis reveals enrichment of IFN-regulated genes in blasts lacking STAT3β isolated from diseased animals. **A** Sample preparation for RNA sequencing (n = 3 per group and organ). For sorting strategy see Supplementary Fig. 4B. **B** Top enriched pathways (nominal p < 1%) in blasts lacking STAT3β. **C** GSEA plots of WT and STAT3β-deficient blasts isolated from SP of diseased animals (FDR False discovery rate, NES normalized enrichment score). **D** Significant hits shared between BM- and SP-derived blasts (n = 6). **E** RT-qPCR of ex vivo samples (n = 6, pooled BM and SP). **F** RT-qPCR on *Stat3* isoform expression in ex vivo samples from BM and SP (n = 6, pooled). Statistical analysis was performed using Student’s *t* test and indicated as p ≤ 0.05:*, ≤0.01:**, ≤0.001:*** and ≤0.0001:****. Error bars represent means ± SD.

### STAT3β deficiency increases IFN responsiveness

To investigate whether the IFN response depends on STAT3 isoform expression, we stimulated *MLL-AF9* transformed FLCs for 3 h with either IFNβ or IFNγ. While no differences occurred in the naïve state, both agents caused a significantly stronger increase in the expression of IFN-inducible genes (*Gbp4, Stat1*) in STAT3β-deficient compared to WT leukemia cells (Fig. 5A, B). These differences were not caused by altered levels of interferon alpha/beta receptor 1 (IFNAR1) expression between genotypes (Supplementary Fig. 5A). After a 24 h stimulation with either IFNβ or IFNγ, we observed increased levels of STAT1 protein in both genotypes. Interestingly, a higher expression was observed when STAT3β was absent (Fig. 5C, Supplementary Fig. 5B). In healthy HSCs, IFNγ was shown to modulate lineage-specific myeloid differentiation [39] and to promote the expansion of Lin^-^Sca-1^+^c-kit^+^ (LSK) cells potentially through upregulation of Sca-1 *via* JAK/STAT signaling [40, 41]. To assess the potential impact of IFNγ on the differentiation state of AML cells, we treated the cells for 48 h with IFNγ followed by immunophenotyping. Strikingly and in line with STAT3β-deficient leukemia cells displaying attenuated commitment to the myeloid lineage, a significant decrease in CD11b expression and an increase of LSK blasts was detected upon IFNγ stimulation, which was stronger in leukemia cells lacking STAT3β (Fig. 5D, Supplementary Fig. 5C). These differences were independent of effects on cell viability (Supplementary Fig. 5D).

**Fig. 5:**
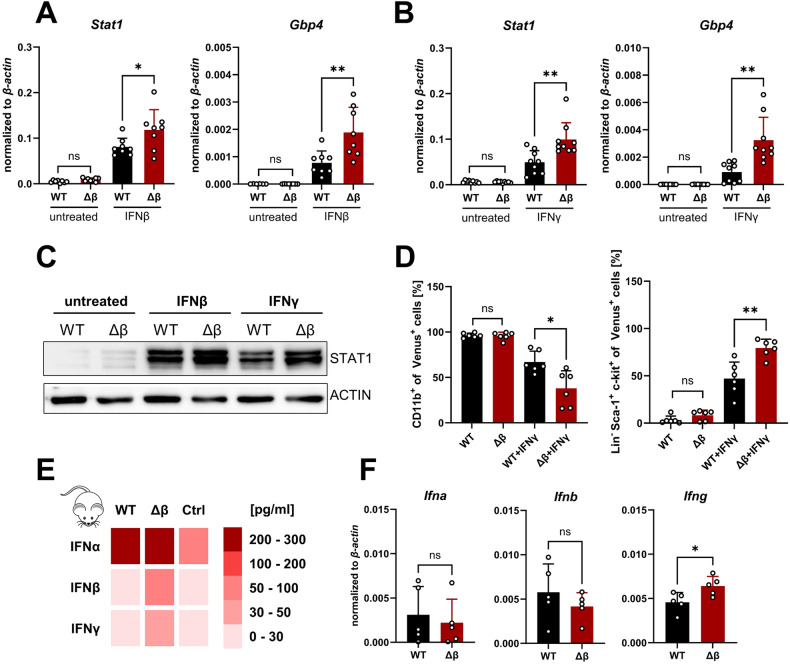
STAT3β deficiency increases IFN responsiveness. **A** mRNA expression after 3 h 100 U/ml IFNβ stimulation (n = 8, 3 independent experiments, 2–3 cell lines). **B** mRNA expression after 3 h 100 ng/ml IFNγ stimulation (n = 9, 3 independent experiments, 3 cell lines). **C** Western blot after 24 h IFN treatment. **D** Flow cytometry quantification of CD11b^+^ and Sca-1^+^ cells after 48 h IFNγ treatment (n = 6, 3 independent experiments, 2 cell lines). **E** Heatmap represents the average concentration measured in the plasma of diseased animals *via* multiplex assay. (n = 5 per group, 3 controls). **F** mRNA expression of *Ifna, Ifnb,* and *Ifng* in leukemia cells after 7 days in methylcellulose analyzed *via* RT-qPCR (n = 5, 3 independent experiments, 2 cell lines). Statistical analysis was performed using Student’s *t* test and indicated as p ≤ 0.05:*, ≤0.01:**. Error bars represent means ± SD.

To investigate whether increased expression of IFN-inducible genes is linked to elevated cytokine production, we analyzed IFN levels in the plasma of leukemic mice. Remarkably, elevated levels of IFNα, IFNβ, and IFNγ were detected in comparison to healthy controls (Fig. 5E). While high IFNα concentrations were found in both groups, we observed higher IFNβ and IFNγ levels in the absence of STAT3β. In line with previous work demonstrating AML blasts themselves are capable of releasing IFNγ, associated with poorer OS [42], we detected *Ifna, Ifnb* and *Ifng* expression after 7 days in methylcellulose, with a significantly higher *Ifng* expression in colonies formed by STAT3β-deficient leukemia cells (Fig. 5F). In summary, these data indicate that loss of STAT3β leads to enhanced IFN signaling, and potentially increased IFN production in leukemia cells.

### Interference with IFN signaling is a vulnerability of STAT3β-deficient leukemia cells

Thus far, our data indicated that STAT3β-deficient leukemia cells induced disease at a significantly accelerated rate compared to WT cells (Fig. 3B), accompanied by enhanced IFN signaling (Fig. 4C). This suggests that increased expression of IFN-inducible genes may contribute to an adverse disease outcome. As we detected significantly higher IFN levels in the plasma of leukemic mice (Fig. 5E) and IFN-inducible genes in colonies, particularly in the absence of STAT3β (Supplementary Fig. 6A), we hypothesized that IFN signaling might contribute to the leukemogenic potential of AML blasts. To assess whether interference with type I IFN signaling could ameliorate disease outcomes, we conducted colony formation assays (CFAs) in the presence and absence of an IFNAR1-blocking antibody. Indeed, we observed a substantial reduction of colony numbers after 7 days in methylcellulose for both WT and STAT3β-lacking leukemia cells with a stronger impact on the latter (Fig. 6A, B, Supplementary Fig. 6B, D). Accordingly, IFNAR1 blocking reduced IFN-inducible genes (*Stat1, Gbp4, Ube2l6*), in both groups (Supplementary Fig. 6C). To inhibit both type I and type II IFN signaling, we tested the JAK1/2 inhibitor Ruxolitinib. As expected, treatment with Ruxolitinib was sufficient to completely inhibit IFNγ-induced upregulation of *Stat1* and *Gbp2* in *MLL-AF9* transformed FLCs (Supplementary Fig. 6E). Furthermore, Ruxolitinib treatment resulted in a significant reduction in colony numbers of STAT3β-deficient leukemia cells compared to WT cells (Fig. 6C, D, Supplementary Fig. 6F). To conclude, this data suggests that blockade of IFN signaling is a STAT3β-isoform specific vulnerability of leukemia cells, which could be of therapeutic relevance.

**Fig. 6:**
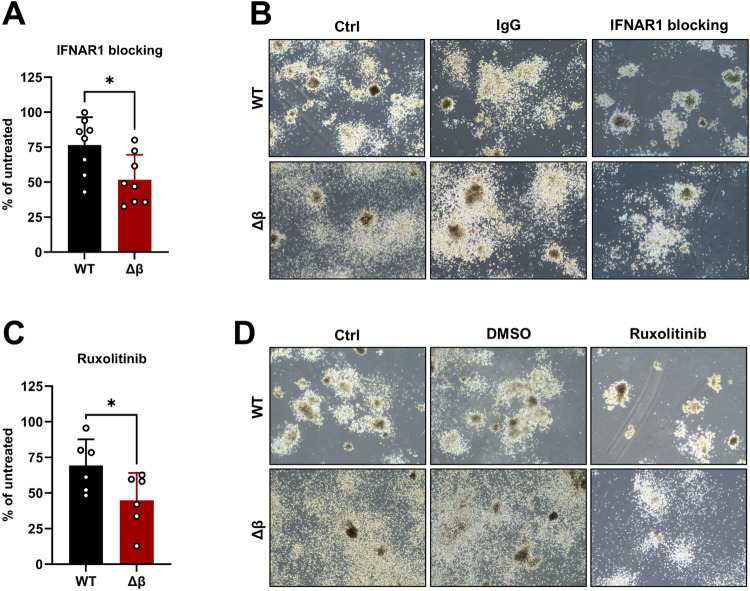
Interference with IFN signaling is a vulnerability of STAT3β-deficient cells. **A** Colonies formed in the presence of 2 µg/ml IFNAR1 blocking antibody normalized to untreated (n = 8 from 3 independent experiments, 3 cell lines). **B** Representative images of colonies formed after 7 days in methylcellulose ± IFNAR1 blocking antibody or IgG control. **C** Colonies formed in the presence of 5 µM Ruxolitinib normalized to untreated (n = 6, 3 independent experiments, 2 cell lines). **D** Representative images of colonies formed ± Ruxolitinib or DMSO control. Statistical analysis was performed using Student’s *t* test and indicated as p ≤ 0.05:*. Error bars represent means ± SD.

### High expression of STAT1/IFN-inducible genes is associated with low STAT3β expression and with adverse outcomes in patients with AML

As our results indicate a link between IFN signaling and disease outcome, we explored the relevance of these findings in the clinical context. To validate the association between high expression of IFN-inducible genes and imbalanced STAT1/3 signaling, we accessed a patient cohort comprising 79 newly diagnosed AML patients (Supplementary Table 1). In line with our previous study, we confirmed in this new cohort *via* RT-qPCR that a low *STAT3β/α* mRNA ratio correlates with adverse disease outcomes (Fig. 7A) which is independent of age and gender of the patients (Supplementary Fig. 7A, B). Notably, *STAT3β* levels were primarily responsible for a lower *STAT3β/α* ratio, while *STAT3α* expression appears to be of less relevance (Fig. 7B). Intriguingly, patients with low *STAT3β/α* ratio displayed a significantly higher *STAT1* and *UBE2L6* gene expression (Fig. 7C). In this cohort we noted a trend suggesting higher expression of STAT1 and IFN-inducible genes is potentially associated with adverse disease outcomes (Supplementary Fig. 7C) We therefore tested this in a larger patient cohort using two different publicly available RNA sequencing data sets of AML patients (KM Plotter: Affymetrix, BloodSpot: TCGA), and correlated the expression of IFN-inducible genes to OS. Remarkably, high expression of *GBP2* and *UBE2L6* correlated with significantly poorer OS in both cohorts (Fig. 7D, Supplementary Fig. 7D). To conclude, we here describe a specific contribution of STAT3β in fine-tuning IFN response by repressing STAT1-mediated IFN signaling in AML blasts, which improves disease outcome.

**Fig. 7:**
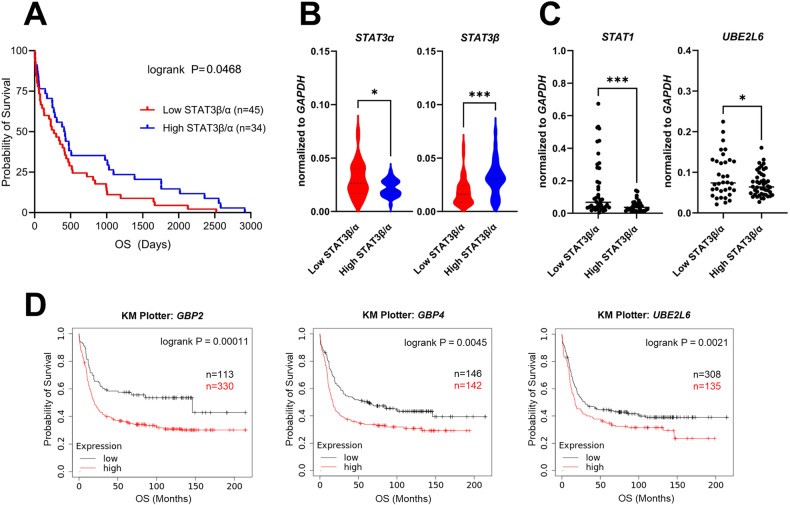
High expression of STAT1/IFN-inducible genes is associated with low *STAT3β* expression and adverse outcomes in AML patients. **A** RT-qPCR analysis of STAT3 isoform expression in 79 AML patient samples. A low *STAT3β/α* mRNA ratio correlates with poor OS. Patients were stratified according to the best cut-off value. Statistical analysis was performed using log-rank (Mantel-Cox) test. **B** RT-qPCR of *STAT3α* and *STAT3β* (normalized to *GAPDH*) in patients with a low or high *STAT3β/α* ratio (n = 79). Data were compared using the Student’s *t* test. **C** *STAT1* and *UBE2L6* expression in patients with a low or high *STAT3β/α* ratio (n = 79). Data were compared using the Student’s *t* test. **D** KM Plotter analysis of RNA sequencing data of AML patients showing a correlation between high expression of *GBP2, GPB4*, and *UBE2L6* with OS. Patients were stratified according to the best cut-off value. (kmplot.com), status: 15.01.2024. Statistical analysis was performed using log-rank (Mantel-Cox) test. p ≤ 0.05:*, ≤0.01:**, ≤0.001:***.

## Discussion

We previously demonstrated that the *STAT3β/α* mRNA ratio serves as a prognostic marker, correlating with disease outcomes in AML patients [19]. Here, we provide strong evidence for STAT3β acting as a tumor suppressor in AML and uncovered the underlying mechanism behind its protective role. The absence of STAT3β in AML cells led to impaired G-CSF-induced myeloid differentiation and STAT3α phosphorylation in vitro. Using *an MLL-AF9*-driven AML mouse model we confirmed a reduced commitment to the myeloid lineage in leukemia cells in vivo. The imbalance of STAT3 isoforms in leukemia cells resulted in enhanced IFN signaling in the absence of STAT3β together with shorter survival of leukemic mice. Intriguingly, we confirmed that higher expression of IFN-inducible genes correlates with shorter OS in AML patients.

The impact of STAT3 on regulating the balance between self-renewal and differentiation of HSCs is highly dependent on the type of hematopoietic progenitor and the stimulus. Especially during myeloid differentiation in response to G-CSF, robust and sustained STAT3 activation is crucial for differentiation and survival of myeloid progenitors [43–45]. Several studies reported increased STAT3β activity upon G-CSF-induced myeloid differentiation in healthy but also transformed leukemia cells [34, 35]. Accordingly, phosphorylation of STAT3 in response to G-CSF in murine leukemia cells only occurred if both isoforms were present. Interestingly, phosphorylation of STAT3α in STAT3β-deficient blasts also remained absent, together with impaired myeloid differentiation. These findings indicate that STAT3β is pivotal for a G-CSF-induced myeloid differentiation program in AML blasts. As we did not observe alterations in G-CSF receptor (*Csf3r*) mRNA expression or in proliferation upon G-CSF stimulation, we assume that the absence of STAT3β does not affect receptor expression per se, but rather impairs endosomal recycling of the receptor causing reduced signaling, as previously suggested [46–48]. However, to obtain more detailed mechanistic insights further research is required. In vivo, we also identified a reduction in myeloid lineage commitment in blasts lacking STAT3β, together with more rapid disease progression. Consistent with this, pediatric AML patient samples with low STAT3 phosphorylation upon G-CSF stimulation showed poorer OS than patients with a stronger STAT3 response [46].

As anticipated, the absence of STAT3β led to accelerated disease progression, together with enhanced IFN signaling in vivo. Since IFN signaling plays a central role in cancer progression by promoting inflammation and reprogramming the tumor microenvironment, but also in multiple anti-tumor properties, its effects are highly context-dependent [49–51]. In AML patients, IFN signatures have been reported to correlate with favorable prognosis [52, 53], and negative outcomes as well [42]. One possible explanation for these contradictory results could be a concentration-dependent effect of IFN leading to either an acute or chronic response [51, 54]. While we observed high IFNα concentrations in the plasma of diseased animals in both groups, we detected IFNβ and IFNγ to a higher extent in the absence of STAT3β. Constant production of IFN at a low level, also known as tonic signaling [55], was reported for AML blasts leading to rearrangement of the tumor microenvironment driving leukemogenesis [42]. Accordingly, we observed that blocking type I IFN signaling leads to impaired colony formation ability, particularly in the absence of STAT3β. Furthermore, interference with both type I and type II IFN signaling with Ruxolitinib resulted in significantly decreased colony formation of STAT3β-deficient blasts. Ruxolitinib, approved for myeloproliferative neoplasms, was tested in clinical trials including patients with secondary AML or relapsed patients with moderate effectiveness [56].

Since STAT1 expression was elevated in STAT3β-deficient leukemia cells along with IFN-inducible genes, we postulate that the enhanced IFN signaling results from an imbalance in STAT1/3 signaling due to the absence of STAT3β. While STAT1 and STAT3 activate transcription of an overlapping set of genes, they do not bind to identical DNA elements, which is likely to account for their distinct biological effects [57]. In line, the balance between STAT1/STAT3 activation in response to IFN determines the inflammatory potency in healthy but also transformed cells [58, 59]. IFNβ and IFNγ stimulation in the absence of STAT3β in vitro revealed significantly higher expression of STAT1 as well as other IFN-inducible genes. In accordance, STAT3 has been described to attenuate STAT1-mediated IFN signaling [58, 59]. However, in our setting, loss of STAT3β alone was sufficient to enhance STAT1 expression in AML blasts. To ascertain the clinical relevance, we analyzed 79 AML patient samples. *STAT1* and the IFN-inducible gene *UBE2L6* were significantly higher expressed in patients with a low *STAT3β/α* mRNA ratio. Using two distinct publicly available RNA sequencing data sets of AML patients, we confirmed a correlation between higher expression of a set of IFN-inducible genes with poorer OS.

To conclude, in this study, we gained novel insights into the protective role of STAT3β in AML. STAT3β favors myeloid differentiation and fine-tunes tonic IFN signaling in experimental mice and human AML patients. We here describe for the first time STAT3β as a repressor of IFN signaling in AML blasts by maintaining the balance of STAT1-mediated IFN signaling. Thus, using the *STAT3β/α* mRNA ratio as a prognostic marker could hold crucial information for targeted treatment approaches. Specifically, patients exhibiting a low *STAT3β/α* ratio could benefit from therapeutic interventions targeting STAT1/IFN signaling.

### Supplementary information

Supplementary Material

Original Western Blots

## Data Availability

RNA sequencing data is available *via* Gene Expression Omnibus (GEO) database under accession number GSE261198.

How the deposited data were processed for this re-analysis (not part of the article)

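RNA of Venus-sorted MLL-AF9 blasts from the SP and BM of diseased mice was sequenced by the authors from poly-A enriched libraries of 2 genotypes, WT and STAT3β-deficient (Δβ), with 3 replicates per genotype and organ and 12 libraries in all. Samples were grouped by the genotype and organ in their labels, and replicate numbers are those of the labels. The paper's text does not say whether a WT and a Δβ library of the same number, or SP and BM of the same number, belong together. The pairing used as an alternative rests on these numbers alone.

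The authors deposited a signal value per gene and library for 24454 genes, which is a gene count divided by 1 size factor per library. Every value of each library was a whole multiple of that library's smallest nonzero value (100% of the values), and whole reads were recovered by dividing by that step. The aligner, the genome build and the counting are not named in the paper's text, which refers to supplementary methods that were not available here. The same table holds 6 further columns for cells that no sample label describes, and these were left out because their condition is not known. The deposited normalization was kept. Library depth was 9001051 to 13859727 reads on genes. At this depth 3 reads were taken as the smallest count that shows expression, which covers counting error only, since the reads carry no molecular identifiers that the deposited data would show.

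Genes were tested in R 4.3.3 with limma 3.58.1 (lmFit, eBayes with trend) on the log2 of the normalized count plus a pseudocount of 1. The test covered the 11476 genes with a mean of at least 10 over the 12 libraries, with 1 mean for each of the 4 groups. Contrasts were Δβ minus WT in SP and in BM, and the difference between them. Genes changed in both organs are those with a Benjamini-Hochberg adjusted p under 0.05 in both contrasts and the same direction. For a test over both organs, the log2 values of the SP and BM library of the same genotype and number were averaged, and 3 means were compared with 3. Gene lists were tested with fgsea 1.28.0 (fgseaSimple, 10000 gene permutations, lists with at least 5 tested genes) on limma's moderated statistic over 13 lists, which were written from general knowledge because the gene sets that the paper used are not part of its data. Genes named in the text are the 27 genes that the paper names for its RNA sequencing or whose proteins it measured on blasts, up to 10 genes changed in both organs without overlap of the groups, and in each organ the 3 largest rises and 3 largest falls past the threshold without overlap. Other genes in the closing section were chosen after their values were seen. Gene positions come from GENCODE release M21 on GRCm38, where 21322 genes were matched by Entrez gene, 2759 by symbol and 373 not at all.

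The procedure was tested on simulated data with the same groups and library depths, but with each gene drawn independently of the others. No organ effect or shared shift of a library was drawn, and changes were planted only in genes with a mean of at least 50. In the deposited values, camera estimated correlations between genes of 0.05 to 0.61 within the lists. The simulation therefore cannot tell how many gene or list calls would be missed or false in the deposited values. With 200 genes changed by a log2 fold change of 2, limma recovered 181 of 200 in SP with 9 false calls, 178 in BM with 4 and 191 over both organs with 10, and made 0 calls in each contrast without changed genes. DESeq2 1.42.0 recovered 187, 190 and 197 with 45, 35 and 68 false calls, and edgeR 4.0.16 recovered 181, 179 and 191 with 8, 5 and 7. A planted list of 100 genes shifted by 0.5 on the log2 scale had an NES of 3.05 and a random list of 100 genes one of 1.08. Genes of the planted list that a test called were not counted as false calls.

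The alternatives were pseudocounts of 0.25 and 4, no filter and a minimum mean of 50, rescaling by trimmed means (TMM) and quantile normalization, eBayes without trend, edgeR's quasi-likelihood test and DESeq2 on the recovered reads, a fit of the 6 libraries of an organ alone, a block for the replicate number, an absolute log2 fold change of at least 1 on top of the adjusted p, and each library left out in turn. For gene lists they were limma's camera with an estimated correlation or one of 0.01, ranking by log2 fold change, Reactome pathways shipped with fgsea, and lists without shared genes. For the test over both organs they were 12 libraries as separate units and limma's duplicateCorrelation. The RT-qPCR of Fig. 4E and 4F was not compared, since its values are not in the deposited table.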

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

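The test of the lists between the organs, the tests of the TNF pattern and the test of stretches of DNA near the genes that the paper does not name were chosen only after the result was seen.

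For 10 of the 13 gene lists, the effect of the genotype differed between SP and BM when limma's contrast of the 2 effects was ranked and scored with fgsea's gene permutations. The NES of the SP effect minus the BM effect was -3.06 for TNF signaling via NF-kB, -2.26 for mature myeloid markers, -2.22 for IL6-JAK-STAT3 signaling, -2.11 for hypoxia, -2.04 for cytokine-cytokine receptor interaction, -1.88 for inflammatory response, -1.85 for hematopoietic cell lineage and -1.61 for the IFNγ response, and it was 3.04 for E2F targets and 2.86 for Myc targets (adjusted p from 0.000391 to 0.00193 over these lists). With camera and the correlation estimated for each list, the adjusted p was 0.558 to 0.973 over all 13 lists. For single genes, 0 passed limma's test of the difference after adjustment and 367 had an unadjusted p under 0.05. The TNF list was at 1.23, 0.84 and 0.03 in WT SP replicates 1, 2 and 3 on the mean log2 deviation from the 12-library mean, and at -0.36, -0.49 and 0.15 in the WT BM replicates. As explanations, 3 were tested. For the normalization of the deposited values, the TNF list had an NES of -3.27 in SP with quantile normalization, and for the SP effect minus the BM effect it had -3.33 with quantile normalization and -3.22 with TMM rescaling. These rescalings move the median of all genes little, so they speak only against an effect of the kind that they would remove. Handling of the WT SP cells before lysis may have raised such genes. The mean log2 of 10 immediate early genes was higher by 0.187 in the lowest WT SP library than in the highest WT BM library. It was 12.04, 11.89 and 11.75 in WT SP replicates 1, 2 and 3, all above the 9.62, 11.05 and 9.23 of the Δβ SP replicates. Handling could thus also part the genotypes in SP. An effect of the tissue or of the genotype would raise these genes as well. RNA from other cell types is also left open, since 3 of 5 marker lists (erythroid, megakaryocyte and platelet, macrophage) were lower in all Δβ SP libraries than in all WT SP libraries, where each list has a chance of 10% of not overlapping. The difference between the organs also leans on 1 library. Without Δβ BM replicate 1, 11 of the 13 lists passed in BM, with 5 higher and 6 lower in Δβ blasts. With all libraries 3 passed there, with 3 higher and 0 lower. The TNF list was at 0.25 in Δβ BM replicate 1 and at -0.50 and -0.45 in replicates 2 and 3. The pattern therefore cannot be told apart from handling, from RNA of other cells or from a deviation of that library. A biological difference between the organs remains a hypothesis.

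Genes outside those that the paper discusses passed an adjusted p of 0.05 from limma with Benjamini-Hochberg adjustment. In SP these were Rapgefl1 (log2 fold change 4.62), Tnf (-2.28), Mreg (-1.27), Anks1 (-0.83), Slc35c1 (-0.70) and Prkcb (-0.65), with adjusted p-values of 0.0497, except for Tnf at 0.0353. In BM they were Wdfy1 (0.96) and Anks1 (-0.85), at 0.0226 each. None of the 7 genes passed the test of a difference between the organs. As explanations, 4 were tested on all changed genes. For strain DNA around the targeted Stat3 allele, 1 of 21 changed genes lay within 10 Mb of Stat3, against 212 of 11414 tested genes (Fisher's exact test, two-sided p = 0.326). The 100 genes with the smallest p over both organs gave another result near Stat3, as told under the other observations, so this explanation remains. For the sex of the fetal liver donors, the summed Y-linked genes of 6 of 6 Δβ libraries lay within the WT range. That range is 2.98 to 4310 and the recipients were male, so this test cannot speak against it. In SP, all WT libraries and Δβ replicates 1 and 2 had Y-linked sums of at least 2672 and Xist of at most 1920. Among them Tnf was at 463 to 705 in WT and at 106 and 173 in Δβ. Mreg was at 351 to 393 against 135 and 166, and Rapgefl1 at 1.14 to 9.54 against 119 and 159. Anks1 was at 1484 to 1879 against 1010 and 836. These values argue against donor sex for these genes in SP, although none of them passed with Y-linked genes as covariate. For the strain background of the donor mice, Nnt, part of which is deleted in a substrain of laboratory mice, had at least 533 normalized counts in every WT library. Reads would remain after such a deletion, and Nnt was lower in all WT than in all Δβ libraries of each organ, by 1.41 in SP and 1.30 in BM on the log2 scale, so this explanation remains as well. For RNA from other cell types, 0 marker lists parted the genotypes in the same direction in both organs, but 3 of 5 parted them in SP alone and 1 of 5 (host endothelial and stromal, lower in Δβ) in BM alone, so it remains open for the genes of either organ. For stretches of DNA of another strain that differ between the donor genotypes, 2 of these 7 genes had another of the 100 genes with the smallest p over both organs within 2 Mb, against a median of 1 in random draws (p = 0.396, permutation of gene draws), while the test of all 100 genes came out the other way and is given under the other observations. Of the 4 splits of the 6 libraries that part all same-numbered WT and Δβ pairs, only the real split, 1 of 4, gave as many genes in SP, in BM, in both organs and over both organs, and it was also 1 of all 10 splits. Splits of this number cannot give a share under 0.1, so they do not test chance. The genes cannot be told apart from effects of strain DNA or RNA from other cells. Handling of the cells before lysis was not tested for these genes. It stays open in SP, where the immediate early genes parted the genotypes. Donor sex stays open for Slc35c1 and Prkcb and for the genes of BM. The loss of STAT3β as the cause of these changes remains a hypothesis.

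T-cell genes appeared in blasts that were sorted for Venus. Δβ BM replicate 1 had 48.9 normalized counts of Cd3e, 40.2 of Cd4 and 103 of Cd8a, and the sum of the 3 genes was 80.6 in Δβ SP replicate 1 and at most 14.2 in any WT library. In Δβ replicate 2 the higher of the 2 sums was 2.34. Δβ BM replicate 1 was also the only library with more than 4 reads of Ifng, with 10. A candidate explanation is RNA from T cells, but the source of these reads was not tested further, and no biological explanation was tested. The recipients were immunocompromised NSG mice according to the paper, and the values do not tell cells of the recipient from cells of the donor.

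Xist, which is transcribed from the inactive X chromosome, had 24820 normalized counts in Δβ SP replicate 3, and the sum of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d, Uty) there was 3.20, where the other SP libraries of both genotypes had sums of 2672 to 4310. Xist was at 25480 in WT BM replicate 1 with a Y-linked sum of 2.98, at 14503 in WT BM replicate 2 with a sum of 314, and at 10277 in Δβ BM replicate 3 with a sum of 22.8, while the Y-linked sum was 3307 in WT BM replicate 3, 3229 in Δβ BM replicate 1 and 3029 in Δβ BM replicate 2. WT replicates 1 and 2 therefore differ in sex-linked genes between SP and BM, and Δβ BM replicate 1, with 3850 normalized counts of Xist, has both kinds of reads. The recipients were male according to the paper, so Y-linked reads do not by themselves show the sex of the donor cells. No biological explanation was tested.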

How the results depend on the processing

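The alternatives were set before the data were examined, except for Y-linked genes as a covariate, DESeq2 on all genes with a read and the splits counted with DESeq2, which were chosen only after the result was seen. Where a value moved, the cause was not tested.

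The number of genes with an adjusted p under 0.05 in SP, 12 as reported, was 1 with a pseudocount of 0.25, 5 without a filter, 2 with a minimum mean of 50, 3 with TMM rescaling, 3 with eBayes without trend, 4 with edgeR, 457 with DESeq2 (143 higher, 314 lower), 2 with only the 6 samples of the organ, 2 with Y-linked genes as covariate and 438 with DESeq2 on all genes. It ranged from 1 to 1884 across the 12 fits that each left out one replicate, with 1884 genes without WT SP replicate 3 (539 higher, 1345 lower). In BM, the 8 genes became 5 with eBayes without trend, 37 with DESeq2 on the tested genes and 37 on all genes, 3 with only the 6 samples of the organ, and 1 to 13 across the 12 fits that each left out one replicate. The 6 genes changed in both organs became 1 with a pseudocount of 0.25, 2 without a filter, 1 with a minimum mean of 50, 2 with TMM rescaling, 3 with eBayes without trend, 3 with edgeR, 34 with DESeq2, 1 with only the 6 samples of the organ, 2 with Y-linked genes as covariate, 32 with DESeq2 on all genes, and 1 to 12 with one replicate left out. Cwc22 was among them under each of these settings. The 17 genes over both organs became 11 with eBayes without trend, 422 with DESeq2, 388 with DESeq2 on all genes, 60 with 12 samples as separate units, 34 with duplicateCorrelation, and 2 to 27 with one replicate left out. The interaction count, 0 as reported beside 367 genes at an unadjusted p under 0.05, was 3 with DESeq2 and 0 across the fits that each left out one replicate. All 12 genes in SP and all 8 in BM were also called by DESeq2. In simulated data DESeq2 made 45 false calls in SP and 35 in BM where limma made 9 and 4, and without any changed gene it still called 11 and 3. For the interaction, where no difference was planted, DESeq2 called 7 genes in the data with changed genes and 14 in the data without, and limma 0. The 3 interaction calls of DESeq2 are thus fewer than its false calls there. DESeq2 called as many genes in 2 of the 4 splits that part all same-numbered pairs in SP (3 of all 10, the highest 1510), and in 1 of the 4 splits in BM (2 of all 10).

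With the replicate number as a block, 1 gene passed in SP, 1 in BM, 1 in both and 55 over both organs. The pairing has little basis in the values, since the correlation across genes between WT and Δβ libraries of the same number, after removing group means, was 0.01 in SP and -0.02 in BM, so calls lost under the block do not show a weaker effect.

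For gene lists, camera with estimated correlation left 0 lists in SP, with 1 at an unadjusted p under 0.05, and 0 in BM, with 0 at an unadjusted p under 0.05. Its adjusted p for the IFNα list was 0.529 in SP and 0.521 in BM, and for the IFNγ list 0.685 and 0.521. The adjusted p over all alternatives ranged from 2.77e-06 to 0.799 for the IFNα list in SP, 0.000283 to 0.685 for the IFNγ list in SP, 5.47e-15 to 0.521 for the IFNα list in BM and 3.05e-11 to 0.521 for the IFNγ list in BM. With a preset correlation of 0.01, the IFNγ list in SP had an adjusted p of 0.0568. The Reactome pathway for IFNα and IFNβ, of whose 27 genes 12 were tested, had an NES of 0.75 in SP and 1.34 in BM and did not pass. The Reactome pathway for IFNγ, with 69 tested genes, passed with an NES of 1.61 in SP and 2.19 in BM. Without the genes that the lists share, the IFNγ list in SP had an NES of 1.38 and did not pass. With one replicate left out, the NES in SP was 1.28 to 3.09 for the IFNα list and -1.17 to 2.48 for the IFNγ list, the lowest values coming without WT SP replicate 3. In BM both lists passed in all 12 such fits. The 3 lists in BM became 6 without a filter, 7 with edgeR, 7 with DESeq2, 6 with Y-linked genes as covariate, 7 without shared genes, and 3 to 11 with one replicate left out. The 11 lists in SP became 8 without shared genes and were between 10 and 12 with one replicate left out.

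Apart from the IFNγ list in SP without WT SP replicate 3, results that changed direction were ones that had not passed an adjusted p of 0.05 as reported. The hematopoietic cell lineage list in SP had an NES of 1.16 without shared genes. In BM, the inflammatory response list had 1.01 with quantile normalization, 1.15 with edgeR and 1.24 with DESeq2. The IL6-JAK-STAT3 list in BM had -0.82 with only the 6 samples of the organ, -0.90 with the replicate block, -0.89 with Y-linked genes as covariate, -0.98 ranked by log2 fold change and -0.79 without shared genes. The TNF list in BM had 0.94 with quantile normalization and 1.21 ranked by log2 fold change. The cytokine-cytokine receptor list in BM had 1.03 without a filter, 0.75 with quantile normalization, 0.88 with edgeR, 0.92 with DESeq2 and 1.12 ranked by log2 fold change, and camera turned its direction with an adjusted p of 0.957 with estimated correlation and 0.843 with the preset one. Ifnar1 in SP had a log2 fold change of 0.0162 with TMM rescaling and 0.11 with quantile normalization. Csf3r in BM had 0.00454 with quantile normalization, 0.0200 with edgeR, 0.0101 with DESeq2 and 0.0107 with DESeq2 on all genes. Ly6g in BM had -0.20 with edgeR, -0.20 with DESeq2, -0.20 with DESeq2 on all genes and -0.0790 with Y-linked genes as covariate.

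With one replicate left out, the NES in BM ranged from -1.56 to 3.00 for Myc targets, -1.82 to 1.38 for inflammatory response, -1.61 to 1.68 for IL6-JAK-STAT3, -1.95 to 1.75 for TNF signaling, -1.88 to 1.46 for cytokine-cytokine receptor interaction, -2.16 to 1.13 for mature myeloid markers and -1.58 to 1.14 for E2F targets. The log2 fold change ranged from -0.31 to 0.21 for Ifnar1 and -0.61 to 0.23 for Kit in SP, and in BM from -0.28 to 0.22 for Csf3r, -0.19 to 0.0408 for Ifnar1, -0.13 to 0.49 for Kit, -0.12 to 0.33 for Ly6c2, -0.63 to 0.61 for Ly6g and -0.21 to 0.0194 for Stat3. Over all settings, the values of the other gene lists changed 16 times to weaker, 63 to stronger and 36 to reversed out of 618, and those of named genes 190 times to weaker, 59 to stronger and 25 to reversed out of 1342. Depth limits Cited4, Ifnb1, Ifng and Ly6c1, whose means were under 10 and which the reported test left out. DESeq2 on all genes tested them and called none of them in either organ.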

Differences from the paper's values

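The paper's count of genes shared between SP and BM is about 14 in Fig. 4D, read by eye, and 6 genes were changed in both organs here. Of the alternatives set before the data were examined, leaving out WT SP replicate 3 gave 12 genes, within 1.5 times of the paper's count. The others gave 1 to 7 genes, except for DESeq2 on the recovered reads with 34.

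The paper's log2 fold change of Mzt1 is about -0.9 in Fig. 4D, read by eye, and it was -0.80 over both organs here, with an SD of 0.099 between replicates. It came within that SD without WT replicate 1 (-0.85), WT replicate 2 (-0.81), Δβ replicate 2 (-0.81) or Δβ replicate 3 (-0.83). Under the other alternatives set before the data were examined, it was -0.80 to -0.73 and did not. The gap was about the size of that SD and the paper's value was read by eye, so it does not show a disagreement.

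The paper presents Gbp2, Ube2l6, 1700097N02Rik, Arhgap27os3, Nnt, Mzt1, Tmem180, Hpse2 and Cited4 as significant in both organs. None of them had an adjusted p under 0.05 from limma in both organs here, although Ube2l6 passed in BM (adjusted p = 0.00891) and Nnt in SP (adjusted p = 0.0497). DESeq2 on the recovered reads called 13 of the genes of Fig. 4D in both organs, all except Cited4, and so did DESeq2 on all genes with a read, a setting chosen after the values were seen. A pseudocount of 4 called Ube2l6 in both organs, as did leaving out WT BM replicate 2. Leaving out WT SP replicate 3 called Ube2l6, Nnt, Mzt1 and Tmem180, and leaving out WT SP replicate 1 called 1700097N02Rik. Cited4 had 0 reads in the WT libraries, 2, 1 and 0 reads in Δβ SP replicates 1, 2 and 3, and 1, 0 and 7 reads in the Δβ BM replicates, and no setting called it.

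The paper reports lower hypoxia, inflammatory response and IL6-JAK-STAT3 signaling and higher Myc targets without naming an organ. In BM the NES here was -1.40, -0.97, 0.83 and 1.03, and none of the 4 lists had an adjusted p under 0.05 (0.0704, 0.763, 0.846 and 0.589, gene permutations).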

Other observations

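The tests in this part were chosen only after the result was seen, except for the splits of the IFN lists.

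Gbp2 and Gbp4 were high in Δβ replicates 1 and 2 of both organs and not, or less, in Δβ replicate 3. Gbp2 had 1974, 2303 and 267 normalized counts in Δβ SP replicates 1, 2 and 3 and 1301, 1349 and 28.0 in Δβ BM, and Gbp4 had 96.1, 109 and 20.3 and then 84.8, 84.1 and 2.07. RNA from T cells does not account for this, since the sum of Cd3e, Cd4 and Cd8a in Δβ replicate 2 was at most 2.34 normalized counts. A difference in library depth does not either, since Δβ replicate 3 had at least 1.03 times the reads of replicate 2. Sex of the leukemia cells may play a part, since Δβ replicate 3 has Xist and few Y-linked reads in both organs. In WT BM, where replicate 3 has Y-linked reads and replicates 1 and 2 mostly Xist, the IFNα list of replicate 3 differed from the mean of the other 2 by -0.11 on the log2 scale, a comparison of 1 library with 2 that settles nothing. Among the Δβ libraries, a high IFN response and Y-linked reads thus go together. In WT SP, all libraries had Y-linked sums of 2672 to 4310, but Gbp2 was at 20.1 to 113 and Gbp4 at 2.12 to 5.07. Y-linked reads alone therefore do not go with high Gbp2 and Gbp4. The cause of the difference between the Δβ replicates remains a hypothesis.

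The IFNα list in SP had an NES of 2.47 or further from 0 in 1 of the 4 splits of the 6 libraries that part all same-numbered WT and Δβ pairs, and in 3 of all 10 splits. For the IFNγ list in SP this held for 1 of the 4 splits and 5 of all 10, and in BM for 2 of the 4 splits and 4 of all 10 for the IFNα list, and for 2 of the 4 splits and 4 of all 10 for the IFNγ list. Enrichment scores of this size thus also arose between groups that mix the genotypes, and splits of this number cannot give a share under 0.1.

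Ube2l6 was high in all 6 Δβ libraries, replicate 3 included. In Δβ replicate 3 its rise over the WT mean was 2.20 in SP and 3.13 in BM on the log2 scale, where the median of the IFNα list was 0.06 and -0.15, and it lay at percentile 96.97 of that list in SP and 100 in BM. A regulatory variant near Ube2l6 is a candidate explanation apart from IFN, but the gene was picked for its rise, so this cannot be told apart from an IFN effect.

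The genes with the smallest p over both organs lay near each other on the chromosomes. Of the 100 genes with the smallest p from limma, 42 had another gene of that list within 2 Mb, against a median of 25 and a largest value of 47 in 10000 draws of 100 tested genes (permutation p = 0.0024), and against at most 31 in the splits that mix the genotypes. The window and the number of genes were set after such neighbours had been seen. The p over both organs rests on averages by replicate number, for which the WT libraries gave little basis. Among them were Ctse with Ikbke, and Chit1 with Chil1, Btg2 and Ptprv on chromosome 1, Anks1 with Fkbp5, Brpf3 and Pnpla1, and 1700097N02Rik with Dnah8, on chromosome 17, Hpse2 with Pyroxd2, and Tmem180 with As3mt and Sh3pxd2a on chromosome 19, Arhgap27os3 with Arhgap27, Hexim1 and Arl4d on chromosome 11, Rnaset2b with Rps6ka2 on chromosome 17 and Npm3-ps1 with Rab11fip5 on chromosome 6. A candidate explanation is stretches of DNA of another strain that differ between the donor genotypes, which would change genes near them whatever STAT3β does. The deposited values hold no sequence, so such stretches could not be looked for directly, and coexpression of neighbouring genes would give the same pattern in part. For strain DNA around the targeted Stat3 allele, 6 of the 100 genes (Rapgefl1, Tob1, Arl4d, Hexim1, Arhgap27 and Arhgap27os3) lay within 10 Mb of Stat3 on chromosome 11, where 1.86 would be expected from 212 of 11414 tested genes (Fisher's exact test, two-sided p = 0.0107). These 6 genes are not independent, since Arhgap27os3 lies within Arhgap27. DNA carried along with the targeted allele may therefore account for some of the changes near Stat3.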
